A study of Mus musculus with 3 samples.

How the data were processed

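Single-nucleus RNA was measured in whole mouse corneas, frozen and pooled from 5 mice per library at 7 weeks of age. Per the labels, 1 library came from wild-type mice (WT), 1 from untreated mice lacking Aire (KO) and 1 from such mice given phosphate-buffered saline for 14 days (KO_PBS). Aire is a regulator of self-antigen expression in the thymus, and mice without it develop autoimmune dry eye. The series text gives another age, 6 weeks, and treatment day 7, and it names a lacripep arm that was not analysed here. Libraries were made with the 10x Genomics 3' kit, version 3, per the labels' protocols.

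The authors deposited UMI counts per gene and barcode, whole numbers that were not normalized. UMIs were counted with Cell Ranger 7.0.1, per the file headers. The genome build, the annotation, the treatment of intronic reads and the barcode filter are not stated in the headers or labels. The WT and KO files list the same 32285 genes, while the KO_PBS file lists 31053. All comparisons used the 30406 Ensembl IDs found in every list, which held 99.6% of the UMIs in WT, 99.6% in KO and 99.3% in KO_PBS. Of these IDs, 597 carried another symbol in the KO_PBS list. Because no build is stated, no coordinates are given and genes are identified by symbol and Ensembl ID. GENCODE M21 was used for exon overlap and gene length only.

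The files held 96587 barcodes and 256852883 UMIs in WT, 107031 and 352627863 in KO, and 114357 and 178988562 in KO_PBS. Median UMIs per barcode were 2261, 2980 and 1432 in that order. A barcode was called when it had at least 500 genes with a UMI, at most 5% mitochondrial UMIs and at least 10% of the UMIs of the 99th percentile barcode among the 10000 with the most. This left 72221, 106224 and 108734 barcodes. Scrublet's method as implemented in scanpy 1.11.5 (expected rate 0.06, exact neighbours) marked 7624 doublets in WT, 14362 in KO and 0 in KO_PBS. The caller thus did not work in KO_PBS, and its doublets remain. Marked doublets were removed from the called barcodes.

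Called barcodes were scaled to 10000 UMIs and log-transformed. The 3000 most variable genes with the library as batch key, 30 principal components, 15 neighbours and Leiden clustering at resolution 1 (igraph 0.11.9) gave the clusters, with no integration. Other steps used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, numba 0.67.0, umap-learn 0.5.12 and matplotlib 3.10.9. A cluster was called by a class name followed by "-like" when at least 3 markers of that class, fixed before the data were examined, were among its 20 leading genes and no other class had as many.

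Several choices were made after the data were seen, in the order given here. Barcodes looked alike within a library, so a deviance score was added that sets each barcode against the summed profile of the 25% with the fewest UMIs (low-UMI barcodes). This profile stands in for free RNA, and no test showed these barcodes to be empty. Of them 0 were called in WT, 25950 of 26757 in KO and 22966 of 28589 in KO_PBS. Their median UMIs were 1571, 2001 and 976. Values not above this reference are therefore read as not specific to a class, and not as free RNA. Barcodes with a score of at least 10 are called departing, and a threshold of 20 was also tried. Leading genes were first ranked by their fold over all libraries pooled, which named keratocyte-like barcodes in KO (29989) and 0 in WT. The ranking was then changed to the fold within each library, averaged over libraries with at least 20 barcodes, on CPM with a pseudocount of 10. Only this second ranking gives a class in WT and KO to compare among called barcodes. Departing barcodes were first clustered in each library separately, which gave 475 keratocyte-like barcodes in WT, 0 in KO and 0 in KO_PBS. They were then clustered together with each gene centred within its library and doublets kept, which gave the class in every library. This version is reported because it allows the comparison, so the class in KO and KO_PBS depends on that choice. Called barcodes clustered on centred genes also gave the class in every library, with 7573 in WT, 14943 in KO and 15918 in KO_PBS. No comparison with KO_PBS was made on those barcodes. Sums over all barcodes of a library were also added then, because they depend on no naming.

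UMIs were summed per library and class and given as CPM, the UMIs scaled to a common library total. A gene was counted as differing when it had at least 50 UMIs over both libraries, a fold of at least 2 with counts below 3 set to 3, and exact 95% Poisson intervals that did not overlap. This is a rule of size and not a test. With 1 library per group no difference has a replicate check, and no p-value is given. All intervals, Poisson for sums and exact binomial (Clopper-Pearson) for shares, cover counting error only. Genes named in the text are the 5 with the largest ratio each way per comparison among those counted with at least 50 CPM in the higher library, without mitochondrial and ribosomal protein genes, Xist, Y genes and genes without a symbol. Aire, Xist, the Y genes and members of the preset lists were named as well. Medians of gene lists fixed before the data were examined were set among 10000 random lists of the same size matched on expression, as a description of these libraries. The position of KO_PBS between KO and WT was computed on genes chosen with one binomial part of the KO UMIs and compared on the other, with 100 simulated libraries beside it.

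Each method was tested on simulated counts with 200 genes changed 4-fold. The size rule recovered 96.5% of them for KO against WT over all barcodes, with 4 false calls among 20274 genes. For departing keratocyte-like barcodes it recovered 88% with 17 false calls (KO_PBS against KO, 1815 genes) and 58.5% with 46 false calls (KO_PBS against WT, 8386 genes). The departing score made 0 false calls among barcodes simulated from the low-UMI profile in each library. It recovered 40% of 200 barcodes drawn from the keratocyte-like profile in WT, 9.5% in KO and 86.5% in KO_PBS. It recovered 4.5%, 0.5% and 10% of barcodes drawn from equal parts of the low-UMI profile and the mean departing profile. The score therefore misses most keratocyte-like barcodes in WT and KO, and most mixed ones in every library. Numbers of departing barcodes are not comparable between libraries.

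Alternatives covered the gene minimum, the mitochondrial maximum, doublets, centring, resolution, the UMI minimum, subtraction of a background profile, equal barcodes and UMIs, the gap and the thinning depth. The subtracted profile was that of all called barcodes of the library, at the share set by Krt12, and not that of the low-UMI barcodes. No cluster was corneal epithelium-like under any setting, so the comparison planned for that class was not made. The Cornification list lacks Il36a and Il36g, whose symbols were not found among the shared genes.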

Results

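Nuclei from whole corneas of wild-type mice, untreated Aire-knockout mice and Aire-knockout mice given saline were profiled in 3 droplet libraries, 1 per group, each from 5 pooled mice. The comparisons ask how the cornea of this dry eye model differs from wild type, and where the saline-treated cornea lies between them. The files held 256852883 UMIs in WT, 352627863 in KO and 178988562 in KO_PBS. With 1 library per group there was no replicate check, and every interval covers counting error only.

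Aire (ENSMUSG00000000731) was read first because it is the targeted gene. It had 15 UMIs in WT, 0.058 CPM (95% Poisson interval 0.033 to 0.096). It had 27 in KO, 0.077 CPM (0.050 to 0.111), and 68 in KO_PBS, 0.380 CPM (0.295 to 0.482). A knockout library thus held the highest level of a gene near the floor in all of them, so Aire did not check the labels. Libraries are therefore named as labelled, and each direction below is between the libraries labelled so. Xist was at 268, 350 and 473 CPM in WT, KO and KO_PBS. The Y gene Ddx3y was at 0.210 CPM in WT and in KO, and at 5.93 CPM in KO_PBS (5.58 to 6.30).

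The 25% of barcodes with the fewest UMIs in each library, called low-UMI barcodes here, served as the reference for free RNA. They were not shown to be empty. None of them was a called barcode in WT, but 97.0% were in KO and 80.3% in KO_PBS, so the reference can hold RNA of nuclei. Of the called barcodes, 3459 departed from that reference in WT (4.79%), 3326 in KO (3.13%) and 11259 in KO_PBS (10.4%). In simulation the score recovered different shares in each library, so these numbers do not count nuclei. After doublets marked by the caller were removed, 64597 barcodes were kept in WT, 91862 in KO and 108734 in KO_PBS. Among the alternatives set before the data were examined, a minimum of 1000 genes moved the KO_PBS number most, to 49524.

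The clusters of called barcodes each came almost wholly from 1 library, so a cluster may stand for a library and not for a cell type. Keratocytes are the resident cells of the corneal stroma. Keratocyte-like barcodes made up 13.9% of WT and 32.6% of KO, and were 2 of 108734 barcodes in KO_PBS. With a minimum of 1000 genes the KO share was 0.0012%. The KO_PBS share was 14.6% with clustering on centred genes and 30.5% at resolution 2. The near absence of the class in KO_PBS thus depends on the clustering. The WT cluster was led by A2m, Col6a1 and Col1a1, the KO cluster by Chsy3, Pde7b and Erbb4. Of the barcodes in them, 32.2% departed from the reference in the WT cluster and 6.01% in the KO cluster. Corneal endothelium-like barcodes were 685 in KO, and 83142 lens-like barcodes made up 76.5% of KO_PBS. These differences in cluster sizes were not read as differences in cell numbers.

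Among departing barcodes clustered together, keratocyte-like ones numbered 536 in WT, 75 in KO and 43 in KO_PBS. An unnamed cluster led by C1qtnf7, Pde7b and Chsy3, genes that also led the KO keratocyte-like cluster above, held 38 departing barcodes in WT, 1234 in KO and 71 in KO_PBS. Corneal endothelium-like barcodes numbered 238, 104 and 57 in that order. Named by the fold over pooled libraries, they numbered 9, 2 and 1210, so this class depends on the ranking.

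The KO and WT libraries were compared first over all barcodes. Of 20252 genes with enough UMIs, 4164 were higher and 1748 lower in KO by the rule of size. The median gene was shifted by 0.24 on the log2 scale. Centred on that median, 2995 genes were higher and 2622 lower, so the share of higher genes fell from 70.4% to 53.3%. Without a UMI minimum 2872 were lower.

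Immunoglobulin genes had the largest ratios. Ighg1 (ENSMUSG00000076614) was at 6500 CPM in KO (6491 to 6508) from 2283577 UMIs, against 13 UMIs in WT. Ighg2c had 174773 UMIs against 1, Ighg2b 328553 against 12, Iglv1 60789 against 2 and Igkv5-45 46959 against 2. These belong to multigene families whose reads can be split between near-identical copies, so their individual values are uncertain. The lower genes were Il1rapl1 (-2.62 on the log2 scale), Fxyd4 (-2.32), Ptgds (-2.02), Psca (-2.01) and Pmel (-2.004).

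All 40 genes of the interferon and antigen presentation list were higher in KO than in WT, with a median log2 ratio of 3.66 (3.63 to 3.68). Its median lay at percentile 100 of random lists matched on expression. Cxcl9 (ENSMUSG00000029417) was at 203 CPM in KO against 0.359 in WT, and Cd74 (ENSMUSG00000024610) at 2120 against 65.99 CPM. B2m (ENSMUSG00000060802) was at 1777 against 118 CPM. The keratocyte matrix list had a median of 1.69, with 19 of 21 genes higher. Kera (ENSMUSG00000019932) was at 156 CPM in KO (155 to 157) and 48.4 in WT (47.5 to 49.2). The median was 1.15 for fibrosis or activation, 1.60 for immediate early genes and 0.69 for cornification, at percentiles 99.99, 100 and 98.1. The keratocyte matrix list was at percentile 100. Krt16 was at 704 against 29.7 CPM and S100a8 at 218 against 2.20, while Krt10 was lower at 10.6 against 17.1. The corneal epithelial identity list had a median of 0.27 at percentile 99.3, and Krt12 was lower in KO at 13793 against 26121 CPM.

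**Figure D1:**
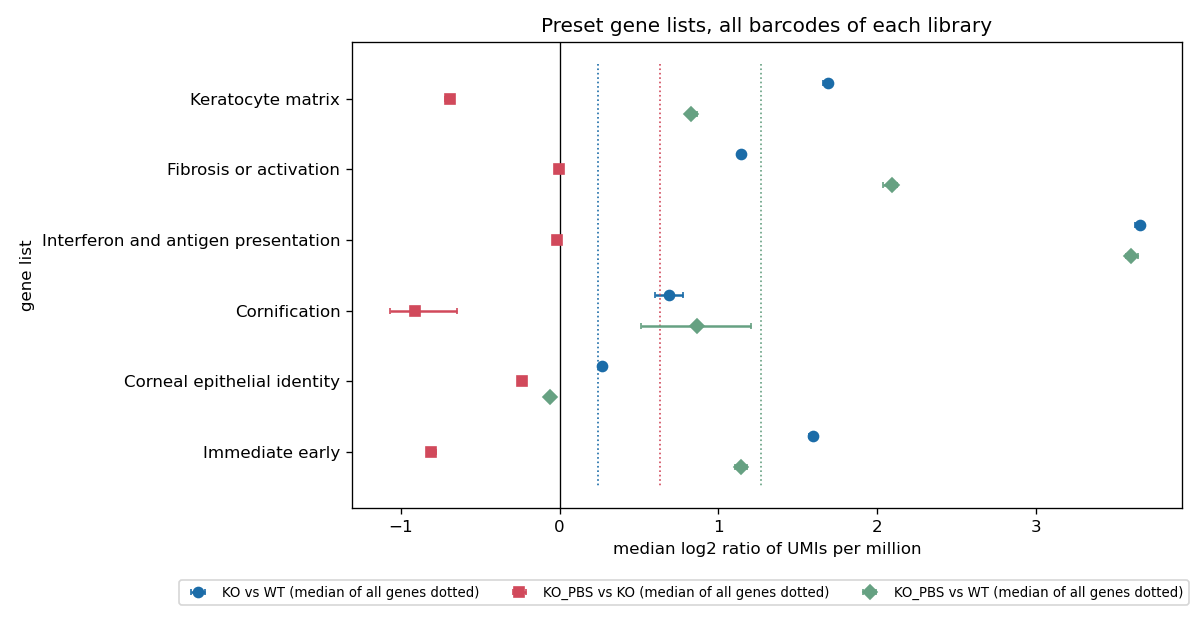
Median log2 ratio of CPM (x axis) for each preset gene list (y axis) over all barcodes, for each pair of libraries. Bars are 95% intervals for counting error only and dotted lines mark the median of all genes. The interferon and antigen presentation list lies at 3.66 for KO against WT and at 3.60 for KO_PBS against WT.

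In keratocyte-like barcodes 2861 of 17626 genes were higher in KO than in WT and 1624 were lower. Centred on the median, these became 2328 and 2094. Of the other settings chosen at the start, subtracting a background profile moved the number of higher genes most, to 1625, with 1747 lower. The excess of higher genes thus depends on the setting. That profile was the mean of all called barcodes, at the share set by Krt12, 96.9% in WT and 93.2% in KO. Set against the low-UMI barcodes, Krt12 had a ratio of 1.01 in WT and 0.934 in KO, so it set no upper limit on free RNA in WT. The named higher genes were Ighg1, Ighg2b, Ighg2c, Igkc and Saa3. Saa3 (ENSMUSG00000040026) was at 1658 CPM in KO (1651 to 1666) and 0.787 in WT (0.545 to 1.10), beside 1160 CPM in the low-UMI barcodes of KO. The others lay below their level in those barcodes and were not read as specific to the class. Ighg1 was at 5393 CPM in the class and 5604 in low-UMI barcodes, Ighg2b at 751 and 783, Ighg2c at 408 and 435, and Igkc at 10070 and 10267. The named lower genes were Cryba1 (-2.55), Cldn10 (-2.39), Fxyd4 (-2.35), Car3 (-2.32) and Crygs (-2.26). They were lower in the low-UMI barcodes of KO than in those of WT too, with Cryba1 at 26.3 against 96.9 CPM. Cryba1 and Crygs are lens markers, and Car3 and Cldn10 led the 685 corneal endothelium-like barcodes of KO. WT had no cluster of either name. In the class Car3 was at 368 CPM in WT and 73.5 in KO, beside 187 and 74.0 in low-UMI barcodes. Cryba1 was at 148 and 25.4 CPM in the class. A change in keratocytes thus cannot be told apart from another mix of cells in the WT class. The interferon and antigen presentation list had a median of 3.73, and 40 of its 40 genes were at least 2-fold higher. Its median was 3.66 over all barcodes, so the rise was not read as specific to the class. The median of the keratocyte matrix list was 0.88 and fell to -0.12, at percentile 65.0 of its random lists, when that profile was subtracted. Medians were 1.05 for fibrosis or activation, 1.54 for immediate early, 0.87 for cornification and 0.31 for epithelial identity. The percentile was 99.2 for epithelial identity, 99.96 for cornification and 100 for the other lists.

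Departing corneal endothelium-like barcodes, a comparison added later, had 549 higher and 170 lower genes of 5272 in KO against WT. Igkc, Ighg1, Slpi, Saa3 and Jchain were the named higher genes. In KO, Slpi was at 3147 CPM in the class and 3149 in low-UMI barcodes, and Jchain at 968 and 951, so neither was read as specific to the class. Igkc was at 11341 and 10267, Ighg1 at 6577 and 5604, and Saa3 at 1866 and 1160 CPM in the same order. Fxyd4 (-3.24), Mt3 (-2.64), Pmel (-2.64), Slc16a11 (-2.39) and Ptgds (-2.26) were the named lower ones. Mt3 was at 17.7 CPM in the class in KO and 110 in WT, against 5.28 and 12.1 in low-UMI barcodes. The other named lower genes were also lower in the low-UMI barcodes of KO than in those of WT, with Ptgds at 136 against 581 CPM.

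The saline-treated knockout was then compared with the untreated one. Over all barcodes 8942 of 22416 genes were higher and 1053 lower in KO_PBS than in KO, and the median gene was shifted by 0.63. Centred on the median, 6690 were higher and 2891 lower. The libraries were counted on different gene lists. Of the genes named here, only Ptp4a1 and Rnasek overlap genes that are not in both lists, and Bc1 does not. Bc1 was at 342 against 0.823 CPM. Ptp4a1, which overlaps a gene listed only for WT and KO, was at 56.8 CPM. Prb1 was at 80.8 CPM, Cryge at 651 and Crygf at 116 in KO_PBS. The named lower genes were Igkv10-96 (-9.31), Igkv16-104 (-9.28), Igkv12-44 (-8.52), Rnasek (-7.94) and Igkv5-45 (-7.84), and Rnasek overlaps a gene listed only for KO_PBS.

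The interferon and antigen presentation list had a median of -0.02 in this comparison, with 20 genes higher and 20 lower. Relative to the shift of all genes it was -0.65, and it lay at percentile 29.0 of its random lists. The median was -0.69 for the keratocyte matrix list, -0.91 for cornification, -0.81 for immediate early, -0.24 for epithelial identity and 0.00 for fibrosis or activation. The percentile was 0 for each of the first 3 of these, 9.07 for epithelial identity and 13.5 for fibrosis or activation. Kera was at 32.9 CPM in KO_PBS (32.1 to 33.8) and 156 in KO. Ptgds of the same list moved the other way, to 4145 CPM from 133. Among departing barcodes Ptgds was a leading gene of an unnamed cluster, beside Ttr, Rgr and Rpe65. That cluster held 55 barcodes in WT, 10 in KO and 281 in KO_PBS, so the rise of Ptgds was not read as one in keratocytes.

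In departing keratocyte-like barcodes, 153 genes were higher and 177 lower of 1557 in KO_PBS against KO. KO_PBS gave 101093 UMIs from 43 barcodes here. Without a UMI minimum 714 were higher. The named higher genes Crygd, Cryge, Tyrp1, Crybb2 and Pmel were also higher in the low-UMI barcodes of KO_PBS than in those of KO. None of them exceeded its level in the low-UMI barcodes of KO_PBS, so they were not read as specific to the class. Slpi had 0 UMIs against 2481 and was at least 211-fold lower, with the count of 0 set to 3. Saa3 had 7 UMIs against 4910, Ighg1 19 against 4036, AY036118 35 against 7429 and Mmp3 16 against 3217. These named lower genes were lower in the low-UMI barcodes of KO_PBS too, with Slpi at 20.97 against 3149 CPM. In KO, Saa3 was at 12404 CPM in the class and 1160 in low-UMI barcodes, and Mmp3 at 8127 and 1086. Slpi was at 6268 and 3149, and Ighg1 at 10196 and 5604. AY036118 lay below its low-UMI level, at 18768 and 21855. In KO_PBS low-UMI barcodes Saa3 was at 61.1 CPM and Mmp3 at 109, so both differed more in the class. The keratocyte matrix list had a median of -1.02 (-1.38 to -0.86), fibrosis or activation -1.19, interferon 0.12, cornification -0.43, epithelial identity -0.32 and immediate early -0.38. Their percentiles were 0, 0.02, 77.5, 29.5, 27.8 and 11.8 in that order. The medians rest on 18, 13, 26, 7, 15 and 3 genes, of 21, 22, 40, 28, 18 and 12 listed. With the profile of called barcodes subtracted, the median of all genes was -2.27. Keratocyte matrix then lay at percentile 64.4 and fibrosis or activation at 50.5, so their low percentiles depend on the setting.

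Against WT, KO_PBS had 12609 higher and 899 lower genes of 22138 over all barcodes, with a shift of 1.27. Centred on the median these became 6558 and 5106. The named higher genes were Ighg1, Cxcl9, Igkc, Ptp4a1 and Bc1. Mrpl53 (-10.01), Rnasek (-7.93), Atp6v0c (-6.76), Aarsd1 (-6.19) and AY036118 (-6.13) were the named lower ones, and Mrpl53, Rnasek and Aarsd1 overlap genes listed only for KO_PBS. The interferon list had a median of 3.60 and fell to 2.33 after centring. Fibrosis or activation had 2.09, immediate early 1.15, cornification 0.87, keratocyte matrix 0.83 and epithelial identity -0.06. The percentile was 100 for interferon and for fibrosis or activation, 97.4 for keratocyte matrix, 88.9 for immediate early, 50.2 for epithelial identity and 27.0 for cornification. Of these, keratocyte matrix (-0.44), cornification (-0.40) and immediate early (-0.12) changed sign after centring.

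Departing keratocyte-like barcodes gave 1190 higher and 325 lower genes of 7093 for KO_PBS against WT, and 586 and 764 after centring. The sums held 101093 UMIs in KO_PBS and 2964612 in WT. The floor set for low counts is thus a higher CPM in KO_PBS, which raises ratios of genes with few UMIs there. At equal barcodes and UMIs 22 genes were higher and 75 lower of 197, with a median of -0.77 against the reported 0.52. The excess of higher genes and the shift used for centring were therefore not read as a direction. Igkc, Cryge, Pcdh9, Tyrp1 and Hba-a1 were the named higher genes. In KO_PBS, Igkc was at 722 CPM in the class and 1128 in low-UMI barcodes, Cryge at 722 and 760, Tyrp1 at 544 and 554, and Hba-a1 at 247 and 462, so these were not read as specific to the class. Pcdh9 was at 415 CPM (299 to 562) and 60.96 in low-UMI barcodes. AY036118, Jarid2, Tmtc2, Nme2 and Filip1l were the named lower ones, and Nme2 overlaps a gene listed only for KO_PBS. These lower genes were also lower in the low-UMI barcodes of KO_PBS than in those of WT, with AY036118 at 587 against 42081 CPM and Nme2 at 29.1 against 538. The interferon list had a median of 2.46 here, keratocyte matrix -0.60, fibrosis or activation 0.78, cornification 0.45, epithelial identity -0.25 and immediate early 0.13. Their percentiles were 100, 2.38, 87.3, 58.6, 36.1 and 12.5 in that order. The medians rest on 24, 21, 18, 8, 18 and 7 genes, of 40, 21, 22, 28, 18 and 12 listed.

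The series title names restoration of the stroma, so the position of KO_PBS between KO and WT was measured. Over all barcodes 33.8% of 6023 genes that lay at least 2-fold apart between KO and WT were nearer to WT in KO_PBS (32.6 to 35.0%). The median fraction of the gap closed was 0.0744. Simulated libraries gave 0.367% when KO_PBS was drawn from KO and 99.4% when it was drawn from WT. After centring the share was 49.97%, so the scaling decides whether most genes lie nearer KO. Genes lower in KO were nearer WT in 85.9% of cases and genes higher in KO in 11.3%, against 67.8% and 34.0% after centring. In departing keratocyte-like barcodes 35.6% of 1316 genes were nearer WT, against 24.3% and 65.2% in the same simulations, and 70.2% with the profile of called barcodes subtracted. No direction was read from these values.

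Cycling was read from 10 genes after thinning to 1000 UMIs. In WT 2.17% of keratocyte-like barcodes (1.88 to 2.49%) had at least 2 such UMIs, and in KO 5.32% (5.07 to 5.59%). Low-UMI barcodes gave 1.52% and 5.10%. Median depths were 3839 and 3406 UMIs for the class, and 1571 and 2001 for the others. Without thinning the class shares were 23.7% and 35.7%. The KO value lay near that of low-UMI barcodes, which also differed between the libraries, so the difference was not read as specific to the class. Among departing keratocyte-like barcodes the shares were 1.49%, 5.33% and 6.98% in WT, KO and KO_PBS, from 8, 4 and 3 barcodes.

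**Figure D2:**
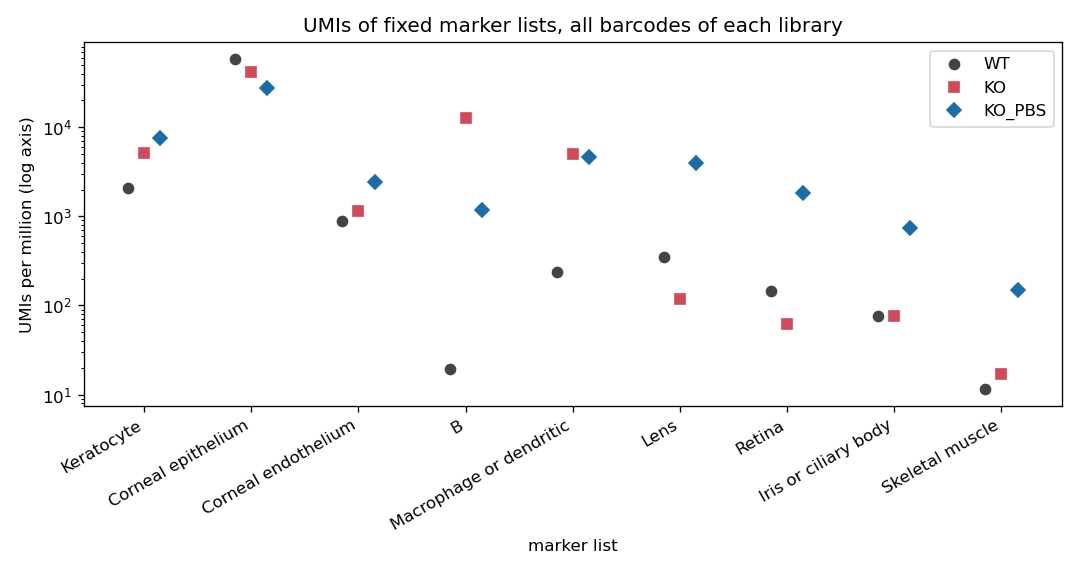
CPM on a log axis (y axis) for fixed marker lists (x axis) over all barcodes, 1 point per library. Counting intervals are smaller than the points. The lens list lies at 345 in WT, 118 in KO and 4010 in KO_PBS, and the B list at 19.1, 12597 and 1178. Igkc gave 4358215 of the 4442036 UMIs of the B list in KO, while Ms4a1 of that list was at 13.7, 19.7 and 12.8 CPM. The B list was therefore not read as B cell numbers. The keratocyte list lies at 2082, 5134 and 7524, and it holds Ptgds, which was higher in KO_PBS than in KO while Kera was lower.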

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

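The test of other eye tissue was chosen after the result was seen, while those of the annotation were set before.

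Marker lists of tissues beside the cornea, which no comparison of the report uses, stood above WT in the saline-treated library. The lens list was at 4010 CPM in KO_PBS against 345 in WT, and the retina list at 1805 against 146. The iris or ciliary body list was at 740 against 75.7. The skeletal muscle list was at 150 CPM in KO_PBS and 16.8 in KO against 11.4 in WT. Tyrp1 of the iris list is also a melanocyte marker, and every list had UMIs in WT too. An effect of another annotation was argued against for lens and retina, since 0 of 13 genes overlapped a gene found in one list only. Other eye tissue in the sample was expected to raise all 13 genes beyond the overall shift by 2-fold, and 12 did so. Pde6a did not: it was well detected with 12755 UMIs in KO_PBS, and its log2 ratio of 0.91 lay below the shift of 1.27. This test ran on the genes that showed the pattern, so it restates it and decides nothing. Numbers of departing barcodes named by these tissues are not comparable between libraries and were not used, so the explanation stays open. Dissection and treatment cannot be told apart here, since 1 library holds each group, and no biological explanation was tested.

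Genes listed only for KO_PBS held 0.654% of its UMIs, mostly Gm26870 at 4686 CPM. Shared genes whose exons overlap such genes on the same strand were lower in KO_PBS than in WT by a median of -0.996 beyond the shift, over 352 genes. Another annotation release could explain part of this pattern. It leaves most of it open, because only 57 of the 342 genes that were at least 8-fold lower overlap such a gene. No biological explanation was tested.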

How the results depend on the processing

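The departing score, the centred clustering of departing barcodes and the comparisons over all barcodes and over departing barcodes, with all their alternatives, were chosen after the data were seen, as were the changes of method that decided which classes exist. Among values that answer a comparison, 25 stayed, 39 moved and 1 was reversed under the alternatives set before the data were examined. Under those chosen later 83 stayed, 89 moved and 5 were reversed. A median was counted as reversed only where its reported value had a counting interval without 0 and its sign changed. 7 further medians changed sign from a reported value whose interval held 0. A value moved when it left its counting interval, and a count when it changed over 1.5-fold. The cause was not tested unless stated. No paired analysis was possible because there was 1 library per group.

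The keratocyte-like class depended on how clusters were named and made. Named by the fold over pooled libraries, called barcodes gave 29989 keratocyte-like barcodes in KO and 0 in WT and KO_PBS. Departing barcodes clustered in each library separately gave 475 in WT and 0 in KO and KO_PBS, and a score of at least 20 gave no such class. The reported versions were kept because they gave the class in both libraries compared. No value exists for the KO and WT keratocyte-like comparison with 1000 genes, since KO then had no such cluster. The corneal epithelium-like comparison and its alternatives were not run, since no cluster had that name. Departing corneal endothelium-like barcodes numbered 9 in WT, 2 in KO and 1210 in KO_PBS when named by the fold over pooled libraries. Their KO and WT comparison thus rests on the second ranking.

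With a departing score of at least 10 (added), barcodes numbered 3459 in WT, 3326 in KO and 11259 in KO_PBS. With a score of at least 20 (added), barcodes numbered 644 in WT, 528 in KO and 3407 in KO_PBS. With a minimum of 1000 genes, barcodes numbered 49524 in KO_PBS. With a mitochondrial maximum of 1%, barcodes numbered 58510 in KO_PBS.

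A minimum of 1000 genes gave keratocyte-like shares of 13.3% in WT and 0.0012% in KO. Doublets kept gave keratocyte-like shares of 20.4% in WT and 44.4% in KO. Clustering on centred genes gave keratocyte-like shares of 11.7% in WT, 16.3% in KO and 14.6% in KO_PBS. Resolution 2 gave keratocyte-like shares of 14.7% in WT, 33.2% in KO and 30.5% in KO_PBS. Departing barcodes only (added) gave keratocyte-like shares of 15.5% in WT, 2.25% in KO and 0.382% in KO_PBS. A minimum of 1000 genes gave corneal endothelium-like shares of 1.34% in WT and 0.946% in KO. Clustering on centred genes gave corneal endothelium-like shares of 3.81% in WT, 1.44% in KO and 4.46% in KO_PBS. Resolution 2 gave corneal endothelium-like shares of 2.13% in WT and 1.41% in KO. Departing barcodes only (added) gave corneal endothelium-like shares of 6.88% in WT, 3.13% in KO and 0.506% in KO_PBS. Doublets kept gave corneal endothelium-like shares of 0.595% in KO.

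In keratocyte-like barcodes, KO against WT, doublets kept gave medians of 0.94 for keratocyte matrix and 0.33 for epithelial identity. Centred ratios gave medians of 0.72 for keratocyte matrix, 0.89 for fibrosis or activation, 3.57 for interferon, 0.15 for epithelial identity and 1.38 for immediate early. No UMI minimum gave 3455 genes lower. The called-barcode profile subtracted gave 1625 genes higher, with medians of -0.12 for keratocyte matrix (sign changed), 0.28 for fibrosis or activation, 4.95 for interferon, 3.24 for cornification, 1.69 for epithelial identity and 4.23 for immediate early. Equal barcodes and UMIs gave 532 genes lower. Clustering on centred genes (added) gave 516 genes lower, with medians of 0.45 for keratocyte matrix, 1.13 for cornification, 0.38 for epithelial identity and 1.65 for immediate early. Resolution 2 (added) gave medians of 0.94 for keratocyte matrix, 1.13 for fibrosis or activation and 0.29 for epithelial identity. Departing barcodes only (added) gave 579 genes higher and 270 genes lower, with medians of 0.23 for keratocyte matrix, 0.95 for fibrosis or activation, 3.09 for interferon, 0.030 for epithelial identity and 0.65 for immediate early.

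In departing keratocyte-like barcodes, KO_PBS against KO, a minimum of 1000 genes gave 397 genes higher, with a median of -0.86 for cornification. Doublets removed gave a median of -1.42 for cornification. No UMI minimum gave 714 genes higher. The called-barcode profile subtracted gave 23 genes higher, with medians of -2.15 for keratocyte matrix, -2.38 for fibrosis or activation and -2.25 for interferon (sign changed). The median of all genes was then -2.27, and these lists lay at percentiles 64.4, 50.5 and 51.5. They thus lay near the shift of all genes under this setting. Equal barcodes and UMIs gave 14 genes higher and 47 genes lower.

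In departing keratocyte-like barcodes, KO_PBS against WT, a minimum of 1000 genes gave 2041 genes higher, with a median of -0.33 for cornification (sign changed). Centred ratios gave 586 genes higher and 764 genes lower, with medians of -1.12 for keratocyte matrix, 0.25 for fibrosis or activation, 1.94 for interferon and -0.78 for epithelial identity. No UMI minimum gave 2083 genes higher. The called-barcode profile subtracted gave 54 genes higher and 148 genes lower, with medians of -2.42 for keratocyte matrix, -0.88 for fibrosis or activation (sign changed), -0.11 for interferon (sign changed) and -1.27 for epithelial identity. The median of all genes was then -0.29, and these lists lay at percentiles 0.06, 13.7, 59.4 and 4.7. Equal barcodes and UMIs gave 22 genes higher and 75 genes lower of 197, a balance opposite to the reported one.

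In all barcodes, KO against WT, centred ratios gave medians of 1.45 for keratocyte matrix, 0.90 for fibrosis or activation, 3.41 for interferon, 0.44 for cornification, 0.025 for epithelial identity and 1.35 for immediate early. No UMI minimum gave 2872 genes lower. Called barcodes only gave a median of 1.62 for keratocyte matrix.

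In all barcodes, KO_PBS against KO, centred ratios gave 2891 genes lower, with medians of -1.32 for keratocyte matrix, -0.63 for fibrosis or activation, -0.65 for interferon, -1.54 for cornification, -0.87 for epithelial identity and -1.44 for immediate early.

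In all barcodes, KO_PBS against WT, centred ratios gave 6558 genes higher and 5106 genes lower, with medians of -0.44 for keratocyte matrix (sign changed), 0.83 for fibrosis or activation, 2.33 for interferon, -0.40 for cornification (sign changed), -1.33 for epithelial identity and -0.12 for immediate early (sign changed). Called barcodes only gave a median of 0.80 for keratocyte matrix.

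For the position of KO_PBS in departing keratocyte-like barcodes, centred ratios gave 0.277 of the gap closed. A 1.5-fold gap gave 41.4% of genes nearer WT and 0.239 of the gap closed. A minimum of 1000 genes gave 32.3% of genes nearer WT and 0.0613 of the gap closed. The called-barcode profile subtracted gave 70.2% of genes nearer WT and 0.786 of the gap closed. For the position of KO_PBS in all barcodes, centred ratios gave 49.97% of genes nearer WT and 0.498 of the gap closed. A 1.5-fold gap gave 32.4% of genes nearer WT and 0.0174 of the gap closed. Called barcodes only gave 32.5% of genes nearer WT.

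Cycling shares in keratocyte-like barcodes with thinning to 500 UMIs were 0.523% in WT and 1.51% in KO. Cycling shares in keratocyte-like barcodes with at least 1 UMI were 17% in WT and 29.6% in KO. Cycling shares in departing keratocyte-like barcodes with thinning to 500 UMIs were 0.373% in WT and 0% in KO. Cycling shares in departing keratocyte-like barcodes with at least 1 UMI were 17.2% in WT and 24% in KO. Fewer UMIs or a lower requirement change these shares by construction.

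Some sign changes stayed inside the counting interval, so the value counted as unmoved. Doublets removed gave -0.034 for interferon and 0.011 for immediate early in departing keratocyte-like barcodes, KO_PBS against KO. Centred ratios gave -0.070 for cornification and -0.39 for immediate early in departing keratocyte-like barcodes, KO_PBS against WT. Called barcodes only gave 0.0005 for fibrosis or activation in all barcodes, KO_PBS against KO.

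Depth limits the departing keratocyte-like comparisons, with 101093 UMIs from 43 barcodes in KO_PBS. The size rule recovered 58.5% of simulated changes there against WT. For departing corneal endothelium-like barcodes under the reported naming, no UMI minimum gave 1111 genes higher, and the other gene counts stayed.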

Other observations

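The tests of paralogs, plasma cells, free RNA, Saa3 and Mmp3, Y genes, and length as the whole cause were chosen after the result was seen, while those of the top genes and of a trend with gene length were set before.

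Most genes were higher in CPM in KO_PBS than in WT. With the 50 genes of most UMIs left out of the totals the median log2 ratio was still 0.96, which argues against a few genes as the whole cause. Gene length gave a Spearman rho of 0.14 across genes, which are not independent replicates. This lies between the values set beforehand for a trend and for none, so a part played by length stays open. Length as the whole cause was argued against, since the median log2 ratio was still 0.87 in the lower quartile of length, against 1.53 in the upper one and 1.27 over all genes. Treatment is among the open explanations and was not tested.

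The high immunoglobulin genes in KO are not explained by reads shared between paralogs alone, since the smaller log2 ratio of Jchain and Mzb1 beyond the shift was 10.8. Plasma cells in the KO sample may be a source: 9 of 9 plasma cell genes were higher in KO than in WT beyond the shift. Xbp1 and Txndc5 were among the weakest, at 0.86 and 0.90. Whether the genotype, inflammation or the dissection brought them was not tested.

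Differences between KO and WT in keratocyte-like barcodes were for the most part shared with the barcodes of the fewest UMIs. Across genes, which are not independent replicates, the ratios in the class and in those barcodes had a Pearson r of 0.965. Random binomial parts of the counts in those barcodes gave 0.976 against each other, so the r of the class lay near this value. Of the genes counted as higher in the class, 95.5% were also 2-fold higher in those barcodes. Of the lower genes 49.1% were also 2-fold lower there, and 78.7% of both together moved the same way 2-fold. Free RNA as the source cannot be told apart from a change in most nuclei of the library, since most of these barcodes were called in KO and they were not shown to be empty.

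In departing barcodes of KO, Saa3 and Mmp3 are harder to explain by RNA from other cells alone. In the 167 departing barcodes richest in keratocyte markers they were at 7617 and 5557 CPM, against 1409 and 1129 in the others, and the smaller ratio was 4.92. Krt12 had a ratio of 0.922 between the same barcodes, Lyz2 1.03, Ptprc 0.886 and Csf1r 1.69. With a minimum of 1000 genes, Saa3 and Mmp3 were also among the leading genes of a conjunctival epithelium-like cluster of 9192 KO barcodes. Another named class thus carried them under that setting. A candidate explanation is expression in the cells that carry the keratocyte markers, as a hypothesis found on these data. Free RNA of the pool, other cells of the stroma and 1 library per group leave it open.

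In KO_PBS 2 of 4 Y genes were higher than in WT and KO. Ddx3y had 1061 UMIs and Uty 26, while Eif2s3y had 0 and Kdm5d 1. Eif2s3y and Kdm5d were near the floor in every library, so male tissue in KO_PBS was neither shown nor excluded. No biological explanation was tested.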
